# Distribution and dynamics of mitochondrial DNA methylation in oocytes, embryos and granulosa cells

**DOI:** 10.1038/s41598-019-48422-8

**Published:** 2019-08-15

**Authors:** Marc-André Sirard

**Keywords:** Energy metabolism, DNA methylation

## Abstract

Comparison of mitochondrial DNA (mtDNA) methylation patterns in oocytes, blastocysts and ovarian granulosa cells indicates hitherto unsuspected dynamics. Oocytes and blastocysts recovered from cows subjected to ovarian stimulation and from non-stimulated abattoir ovaries were analyzed using bisulphite transformation of DNA followed by whole genome sequencing. The cow is a recognized as a good model for human oocyte and pre-implantation development. The number of mtDNA copies is high in oocytes (200,000–400,000) and early embryos, resulting in very high coverage (>3000x) and very low p values for each of 716 cytosine-based nucleosides. Methylation ratio was lowest in oocytes, following by blastocysts then granulosa cells and was not restricted to CG sites but was found also at CHG and CHH sites. The initial methylation pattern is conserved during the first week of life but not in somatic cells. RNA analysis of mitochondria encoded genes showed a significant inverse correlation between methylation and expression for almost all sequences. Methylation was more extensive in somatic tissues from mature animals than in immature pre-pubertal animals. Our findings suggest that mtDNA methylation might play a programming role during gametogenesis and would be subject to epigenetic regulation according to environment and/or maternal maturity.

## Introduction

Mitochondria play an important role in all animal cells as a metabolic energy provider, as well as a regulator of many cellular processes including apoptosis or cell suicide^1^. They are present in all tissues, including in oocytes where they go through a selection bottleneck to ensure the passage of the most functional organelles to the next generation^2^. It should be kept in mind that mitochondria are not transmitted via spermatozoa to the offspring^3^. The role of mitochondria in mammalian oocytes is complex and changes as the organelles acquire a unique morphology associated with a certain level of quiescence^4^. Several studies indicate that mitochondrial function is important both in peri-fertilization events in oocytes and in post-fertilization events in early embryos^5^. A peculiar feature of mitochondria is possession of a genome that encodes only a few of the thousands of genes required for their function. In the case of mammalian cells, mitochondrial DNA (mtDNA) encodes 13 protein components of the oxidative phosphorylation system (subunits of complexes I, III, IV, and V), as well as mitochondria-specific small and large ribosomal RNA fragments and an array of 22 transfer RNA molecules^6^. Continuous crosstalk between mitochondria and the nucleus is necessary to ensure that both organelles mobilize the right components for proper function. Mitochondrial genes in the nucleus are under the same type of regulation as non-mitochondrial genes, in which transcription factors, histones and the chromatin environment determine the level of expression of mRNA and ensure its transfer to the cytoplasm for translation, as well as incorporation of the resulting protein into organelles^7^. On the other hand, the structure of the mitochondrial genome is quite different, consisting of a single 16 kb circular molecule that lacks nucleosomes or histones but rather self-organizes into structures called nucleoids^8^. The genes are positioned in a polycistronic sequence, and transcription as well as replication begins in the region called the D-Loop, in which the regulatory sequences are located without exons^9^. Since mitochondrial DNA is not part of the reference system used to analyse sequencing data, these genes are rarely included in microarrays, and therefore, little is known about their expression^10^. In reproductive tissues, they are rarely studied except in association with specific mitochondrial dysfunctions or mutations in humans^11^.

A related area of study on oocyte mitochondria concerns the transmission of defective organelles in specific metabolic conditions. For example, female mice fed a high-fat diet display modified mitochondrial morphology and function^12^. Such defects can be induced by several metabolic conditions and are believed to participate in the transmission of F_1_ phenotypes associated with mitochondrial dysfunction^13^. However, it is not known if these changes are associated with the nuclear or the mitochondrial genome. It is known that metabolic disorders in many mammalian species can be transmitted through epigenetic inheritance via the oocyte or the sperm cell^14^. Although it is technically difficult to measure DNA methylation in individual oocytes^15,16^, the information obtained so far indicates that epigenetic components (histones and DNA methylation) may play a role in metabolic programming of the future individual^17^. It has been shown that babies conceived via assisted reproductive technologies may display some phenotypical alterations (glucose levels, insulin levels, blood pressure), however, it is expected that the cardiovascular and metabolic risk factors found in childhood and tracking into adulthood could be worse in later life, and may be responsible for chronic cardiometabolic disease^18^. This leads to the important question whether maternal metabolic information is passed on to offspring via epigenetic modification of the mitochondrial genome.

It has been discovered recently that like nuclear genomic DNA (gDNA), mtDNA can be methylated on cytosine residues^19^. Although not completely characterized, evidence is mounting that methylation plays a role in mtDNA gene expression and replication^20,21^. Furthermore, it appears that any cytosine nucleoside within mtDNA can be methylated, and is not restricted to CG dinucleotides^22^. This non-animal-cell characteristic^23^ also fits the recent discovery that oocytes bear substantially more non-CG methylation than somatic cells^24^. These new lines of evidence suggest that gene expression in oocytes and their mitochondria might be subject to a new context of DNA methylation either for an immediate or prolonged effect following fertilization and beyond. The aim of this study was to substantiate and explore the potential role of maternal mtDNA methylation in mitochondria on gene expression by comparing oocytes, blastocysts and granulosa cell mtDNA methylation using whole-genome bisulphite sequencing to determine (1) the effects of different ovarian environments on germinal vesicle oocyte (GVO) mtDNA methylation, (2) the developmental effects of these different ovarian environments on blastocyst mtDNA methylation, (3) the link between mtDNA methylation level and gene expression in oocytes and blastocysts, and (4) the effects of female maturity on granulosa cells mtDNA methylation. The results indicate that bovine mitochondrial DNA shows a unique signature in oocytes and blastocysts compared to the associated somatic (granulosa) cells; an inverted methylation-expression relation; and a specific pattern of mtDNA methylation associated with oocyte status/quality that may reflect programming of embryonic development potential.

## Results

The existence of mtDNA methylation is still controversial. This can be attributed to the unusual structure of mtDNA coupled with techniques used to study DNA methylation^25^. Here, we have optimized a method that includes a linearization step, enabling efficient mitochondrial WGBS^26^. Because of the size of mitochondrial DNA, we obtained significantly higher coverage of each cytosine (719 nucleoside sites) above 3,000-fold in oocytes samples compared to what is typically obtained for somatic cells (4-fold; only 38% of the cytosine were covered). This level of coverage provides extraordinary precision for mitochondrial DNA site-specific analysis and allows comparisons that could lead to better understanding of the precise role of DNA methylation in mitochondria. 

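Mitochondrial whole-genome bisulphite sequencing (WGBS) was read out from 6 libraries, 1 per condition, so no difference between conditions has a replicate check. Bisulphite turns unmethylated cytosines into uracil, which is read as thymine, and leaves methylated cytosines as cytosines. A GVO library came from a pool of 10 germinal vesicle oocytes, either from 2 to 5 mm follicles of abattoir ovaries or from 5 to 12 mm follicles after ovarian stimulation and ovum pick-up (OS/OPU). A blastocyst library came from a pool of 10 day-7 blastocysts produced in vitro from either kind of oocyte. The granulosa cell libraries came from an adult cow of 113 months and a pre-pubertal cow of 6 months. The authors trimmed the single reads of 50 nt, aligned them to the bovine mitochondrial genome with Bismark and deposited the counts of methylated and unmethylated calls at each cytosine. The paper's text does not say whether repeated reads were removed. All 6 libraries list the same 6439 cytosines of both strands, of which 716 are in a CG, 902 in a CHG and 4821 in a CHH context, where H is A, C or T. The abattoir GVO library held 6659423 calls, a mean of 1034 and a median of 410 reads per cytosine. The OS/OPU GVO library held 29854119 calls, a mean of 4636 and a median of 2037 reads per cytosine. Of all cytosines, 9.54% had at least 3000 reads in the abattoir GVO library and 42.4% in the OS/OPU GVO library. The abattoir blastocyst library held 1286632 calls (a mean of 199.8 reads per cytosine) and the OS/OPU blastocyst library 899448 calls (a mean of 139.7). From the deposited counts, the methylation of a cytosine was taken as its methylated calls divided by all its calls, and a library's level as the unweighted mean over cytosines with at least 10 reads. Reads without molecular identifiers are not independent molecules, so the intervals and p-values given for these libraries cover counting error only.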

The purification approach used with granulosa cells was successful in enriching the contribution of mtDNA to the sequencing output by more than 100-fold, albeit with lower coverage to that obtained for oocytes and blastocysts.

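The adult granulosa cell library held 897104 calls, with a mean of 139.3 and a median of 75 reads per cytosine. The pre-pubertal granulosa cell library held 1136158 calls, with a mean of 176.4 and a median of 81. The totals were close to those of the blastocyst libraries, but more cytosines had no read. No read covered 153 cytosines in the adult and 617 in the pre-pubertal granulosa cells, against 3 in abattoir blastocysts, 8 in OS/OPU blastocysts and 0 in both GVO libraries. At least 10 reads covered 85.9% of the cytosines in adult and 71.7% in pre-pubertal granulosa cells. The same minimum was reached by 99.8% of the cytosines in abattoir GVOs, 97.1% in abattoir blastocysts and 89.8% in OS/OPU blastocysts. Enrichment relative to nuclear DNA was not analysed here.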

With the capacity to accurately assess mtDNA methylation, we can now address many important questions about mtDNA methylation in reproductive biology. Thus, for this study, multiple samples were processed to substantiate and compare the effects of environmental exposures and maternal maturity on mtDNA methylation in oocytes, blastocysts and granulosa cells. For our experimental design, mitochondrial WGBS libraries from all samples were pooled in the same sequencing experiment using a multiplex linker, allowing statistical comparisons within and across samples.

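Over each library's own cytosines with at least 10 reads, the 2 strands differed in level and in depth in all 6 libraries. In abattoir GVOs the mean methylation was 21.9% on the plus strand, at a median of 174.5 reads per cytosine, and 4.64% on the minus strand, at a median of 2063 reads. In OS/OPU GVOs it was 13.5% on the plus and 3.57% on the minus strand. In abattoir blastocysts the plus strand had a mean of 25.3% and the minus strand 9.03%, and in OS/OPU blastocysts 29.7% and 10.6%. In granulosa cells the plus strand had a mean of 23.9% and the minus strand 7.83% in the adult, and 14.9% and 6.88% in the pre-pubertal animal. The plus strand carries 4238 of the cytosines and the minus strand 2201. Along the genome, the GVO libraries from abattoir and OS/OPU had a Pearson r of 0.903 across 6425 cytosines, whereas the adult and pre-pubertal granulosa cell libraries had an r of 0.354 across 4362 cytosines. Neighbouring cytosines are not independent, so each r was set against the r obtained after every rotation of one library's profile along the circular genome. None of the rotations reached the observed r, and the 95th percentile of the rotations was 0.115 for the GVO libraries and 0.0746 for the granulosa cell libraries. Rotation also breaks the strand difference that libraries share, so each strand was also taken alone. The GVO r then exceeded the 95th percentile of its rotations on the plus (0.895) and on the minus strand (0.788). The granulosa cell r exceeded it on the plus strand (0.377), where 1 rotation was as high. On the minus strand alone the granulosa cell r fell below that percentile, at 0.0447.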

Across sample comparison of overall mtDNA methylation between oocytes (Fig. 1A), blastocysts (Fig. 1B), and granulosa cells (Fig. 1C) revealed unique methylation patterns. However, the mtDNA methylation patterns were more highly conserved between oocytes and blastocysts compared to somatic (granulosa cells) (Fig. 1, Table 1). 

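Pearson r across cytosines with at least 10 reads in both libraries was computed for the 12 pairs of Table 1. The 4 pairs of a GVO with a blastocyst library had an r between 0.827 and 0.904. The 8 pairs with a granulosa cell library had an r between 0.388 and 0.718, so that every GVO-blastocyst pair lay above every pair with granulosa cells. The highest r was that of abattoir GVOs with abattoir blastocysts (95% interval 0.874 to 0.923, from 1000 resamplings of 200-nt stretches of the genome). The 4 pairs with adult granulosa cells lay between 0.668 and 0.718 and the 4 pairs with pre-pubertal granulosa cells between 0.388 and 0.490. The mean r of the GVO-blastocyst pairs exceeded that of the pairs with granulosa cells by 0.297. The alternative that moved this contrast most was the minus strand alone, with 0.599, and the order of the 2 sets of pairs held there too. These values describe 6 libraries, and cytosines are not replicates. From the higher correlations between oocytes and blastocysts, the paper concludes that their mtDNA methylation patterns are more conserved than those of somatic cells.

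**Figure D1:**
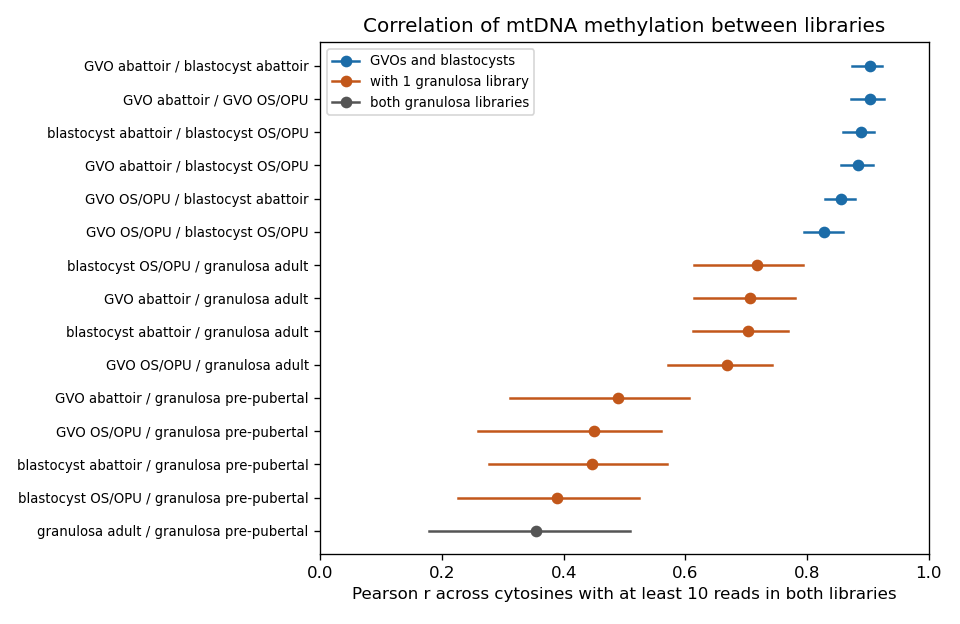
Pearson r (x axis) of mtDNA methylation across cytosines for the pairs of libraries (y axis), with 95% intervals from resampling stretches of the genome as lines. All pairs of GVO and blastocyst libraries lie at 0.827 or above, and all pairs with a granulosa cell library at 0.718 or below.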

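The D-loop is the non-coding control region of mtDNA. It was taken as the stretch outside all annotated genes, which holds 346 cytosines, from position 15794 to 16337 and across the origin to position 363. Across its cytosines with at least 10 reads in both libraries, OS/OPU GVOs had a Pearson r of 0.852 with OS/OPU blastocysts (293 cytosines) and of 0.766 with adult granulosa cells (285 cytosines). The difference of 0.0865 between the 2 values had a 95% interval of -0.0062 to 0.239 (1000 resamplings of 50-nt stretches), which includes 0. The rank correlation separated the libraries further, with 0.743 for blastocysts and 0.433 for granulosa cells. Over 81 D-loop cytosines with at least 100 reads, r was 0.353 with blastocysts. Over 104 such cytosines it was -0.164 with granulosa cells. On the minus strand alone, which had more reads per D-loop cytosine, r was 0.250 with blastocysts and -0.138 with granulosa cells. A minimum of 100 reads thus favours that strand.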

The similarities between oocytes and blastocysts was more apparent at higher magnification as shown for a representative region of mitochondrial DNA, the D-Loop (Fig. 2). Consistent with a previous report^22^, cytosine methylation occurred in multiple contexts, CG, CHG and CHH. 

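Methylated calls were found in all contexts in each of the 6 libraries. Of the methylated calls at cytosines with at least 10 reads, CHH cytosines held between 67.4% (OS/OPU blastocysts) and 71.7% (adult granulosa cells). CG cytosines held between 12.0% (adult granulosa cells) and 14.1% (OS/OPU blastocysts). The level on the plus strand rose from CG to CHH in every library, for example from 13.5% to 23.6% in abattoir GVOs and from 14.9% to 25.7% in adult granulosa cells. On the minus strand the CHH level lay below the CG level in every library, from 7.70% against 7.77% in adult granulosa cells, the smallest gap, to 10.3% against 11.5% in OS/OPU blastocysts, the largest.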

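Of the D-loop cytosines, 33 are in a CG, 56 in a CHG and 257 in a CHH context. In OS/OPU GVOs their mean methylation was 4.33% at CG, 4.93% at CHG and 11.7% at CHH cytosines. The CHH cytosines there had a median of 1009 reads. In OS/OPU blastocysts the D-loop means were 12.4% at CG, 13.0% at CHG and 24.7% at CHH cytosines, the CHH cytosines with a median of 32 reads. In adult granulosa cells they were 4.95%, 7.72% and 22.1% in the same order, the CHH cytosines with a median of 47 reads. The counting error (standard error) of these means was at most 0.915 percentage points. Methylation above 20% was found at 43 CHH, 3 CHG and 2 CG cytosines of the D-loop in OS/OPU GVOs. The corresponding numbers of cytosines were 74 CHH, 7 CHG and 4 CG in OS/OPU blastocysts, and 53 CHH, 6 CHG and 2 CG in adult granulosa cells.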

As shown in the representative D-Loop region, CHH methylation is the most common compared to CG or CHG in all three sample types (Suppl. Fig. 1). Furthermore, positions of the CG, CHG and CHH methylation was more conserved between GVOs and blastocysts compared to granulosa cells.

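Within each context, the GVO-blastocyst pairs of libraries again lay above all pairs with granulosa cells. At CG cytosines, r ranged from 0.796 to 0.846 over the 4 GVO-blastocyst pairs and from 0.256 to 0.522 over the 8 pairs with granulosa cells. At CHG cytosines the ranges were 0.798 to 0.879 and 0.325 to 0.635. At CHH cytosines they were 0.833 to 0.908 and 0.402 to 0.732. As with all contexts together, the pairs with adult granulosa cells lay above the pairs with pre-pubertal granulosa cells in each context.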

**Figure 1:**
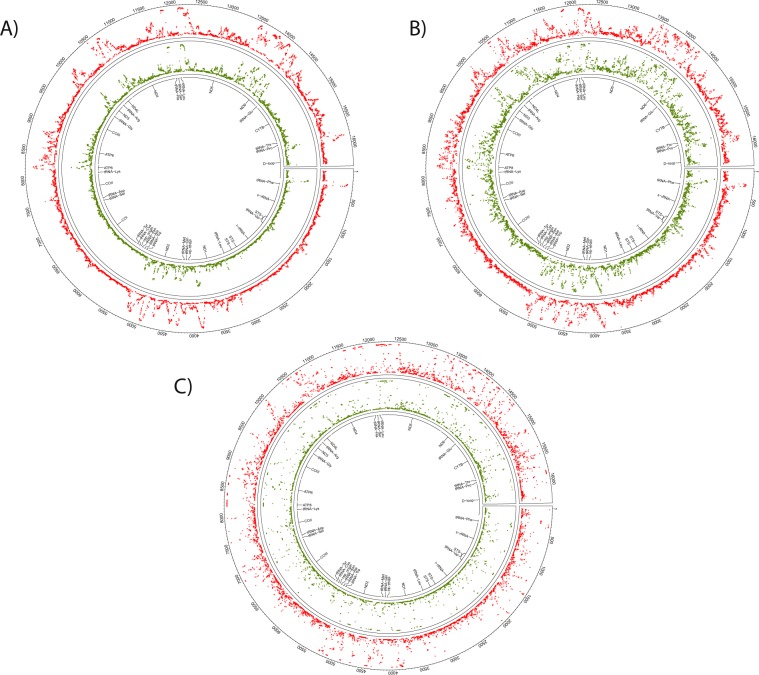
Circos representation of the total cytosine methylation intensities of the plus and minus strands of mitochondrial DNA in (**A**) oocytes, (**B**) blastocysts and (**C**) granulosa cells. The outer ring indicates the nucleotide position, while the inner ring shows the genes that encode proteins, tRNAs or rRNAs. (**A**) The red ring corresponds to DNA methylation in GVO from abattoir ovaries, while the green ring represents DNA methylation in OS/OPU GVOs. (**B**) The red ring depicts DNA methylation in blastocysts *in vitro* produced from GVOs from abattoir ovaries, while the green ring shows DNA methylation in blastocysts *in vitro* produced from OS/OPU GVOs. (**C**) The red ring corresponds to DNA methylation in granulosa cells from adult cows, while the green ring represents DNA methylation in granulosa from pre-pubertal cows.

**Table 1:** Across-group correlations of mtDNA methylation.

	Correlation	P value
GVO-OS/OPU vs BL-OPU	0.8139	<0.0001
GVO-OS/OPU vs BL-Abattoir	0.8587	<0.0001
GVO-OS/OPU vs GC-Adult	0.4291	<0.0001
GVO-OS/OPU vs GC-Prepub	0.1667	<0.0001
GVO-Abattoir vs BL- OS/OPU	0.8708	<0.0001
GVO-Abattoir vs BL-Abattoir	0.9089	<0.0001
GVO-Abattoir vs GC-Adult	0.4379	<0.0001
GVO-Abattoir vs GC-Prepub	0.1681	<0.0001
BL-OS/OPU vs GC-Adult	0.4599	<0.0001
BL-OS/OPU vs GC-Prepub	0.1502	<0.0001
BL-Abattoir vs GC-Adult	0.4495	<0.0001
BL-Abattoir vs GC-Prepub	0.1521	<0.0001

**Figure 2:**
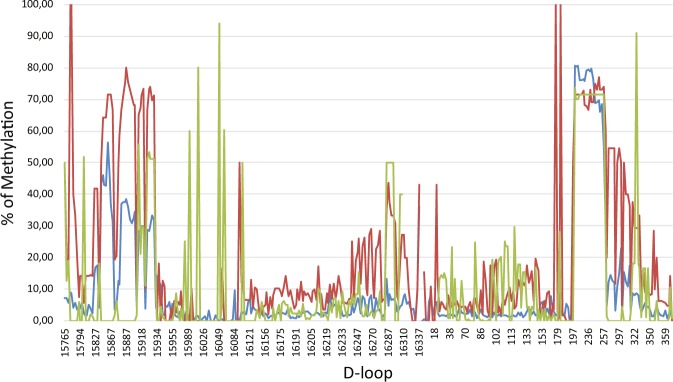
Representation of D-loop cytosine methylation intensity measured in OS/OPU GVOs (blue), blastocysts produced *in vitro* from OS/OPU GVOs (red) and granulosa cells from an adult cow (green).

To validate the mitochondrial WGBS data, pyrosequencing was performed on selected sites and results for the D-Loop and ND4L regions of the mitochondrial genome are presented in Suppl. Fig. 2. Although the levels of methylation measured by this second approach on a different set of samples differ slightly from the mitochondrial WGBS results, they confirm that these sequences are methylated to similar degrees, and that they do not vary much from sample to sample, based on standard deviation (Suppl. Fig. 2).

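In the WGBS libraries, the 4 D-loop cytosines of the pyrosequencing assay lie on the plus strand at positions 15886, 15887 and 15913 (CHH) and 15920 (CG). In abattoir blastocysts 29 of 51 reads were methylated at positions 15886 and 15887 (56.9%, Wilson 95% interval 43.3 to 69.5%). At position 15913, 42.9% of 49 reads were methylated (30.0 to 56.7%), and at position 15920, 60.9% of 46 reads (46.5 to 73.6%). The other 4 cytosines lie at positions 10033, 10036 and 10060 (CHH) and 10064 (CHG). In abattoir blastocysts the methylated share was 55.3% of 38 reads at position 10033 (39.7 to 69.9%), 52.5% of 40 reads at position 10036 (37.5 to 67.1%), 51.7% of 29 reads at position 10060 (34.4 to 68.6%) and 50.0% of 28 reads at position 10064 (32.6 to 67.4%). In OS/OPU blastocysts, with 23 to 46 reads per cytosine, all 8 cytosines were higher, from 67.4% at position 15913 to 86.7% at positions 10033 and 10036. All 8 lay far above the mean of the whole genome in these libraries. The individual blastocysts measured by pyrosequencing were not analysed here.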

To determine the developmental effects of these different ovarian environments on mtDNA methylation, blastocysts generated from abattoir oocytes were compared to those generated from high-quality OS/OPU oocytes. While the total cytosine methylation of mtDNA was highly correlated between the two groups of blastocysts (Table 1), a comparison of total cytosine methylation revealed a significantly lower level in blastocysts produced from GVOs recovered abattoir ovaries compared to blastocysts produced from OS/OPU GVOs (Fig. 3). 

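The 2 blastocyst libraries had a Pearson r of 0.888 across 5749 cytosines with at least 10 reads in both (95% interval 0.859 to 0.911). Over these cytosines the mean methylation was 18.6% in blastocysts from abattoir oocytes and 22.3% in blastocysts from OS/OPU oocytes. This difference of -3.69 percentage points was larger than the counting error, with a Mantel-Haenszel common odds ratio of 0.788 (95% interval 0.781 to 0.795) over cytosines. The odds ratio compares the reads of 2 libraries, not the conditions. Among the 2485 cytosines with at least 100 reads in both libraries the difference was -1.89 percentage points. The alternative that moved it most was the minus strand alone, with -1.61 percentage points. Fisher's exact test on the reads of single cytosines, with Benjamini-Hochberg adjustment, found 183 cytosines with an adjusted p-value below 0.05, of which 181 were lower in the abattoir library. With Benjamini-Yekutieli adjustment, the alternative that moved this count most, 28 cytosines passed, all lower in the abattoir library. Among cytosines with at least 100 reads in both libraries, the largest differences were at position 3451 in ND1 (plus strand, CHG) and position 15295 in CYB (plus strand, CHH). At position 3451, 22.5% of 173 reads were methylated in the abattoir and 45.5% of 110 reads in the OS/OPU library (Fisher's exact test, adjusted p = 0.01). At position 15295, 17.2% of 169 reads and 39.6% of 106 reads were methylated (Fisher's exact test, adjusted p = 0.0094).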

Similar observations were found for CG, CHG and CHH methylation (Suppl. Fig. 3).

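At CG cytosines the mean was 13.2% in blastocysts from abattoir and 15.8% in blastocysts from OS/OPU oocytes, a difference of -2.61 percentage points over 673 cytosines. At CHG cytosines the means were 14.3% and 17.0%, a difference of -2.73 over 841 cytosines. At CHH cytosines the means were 20.3% and 24.4%, a difference of -4.05 over 4235 cytosines. The common odds ratio was 0.792 (95% interval 0.774 to 0.810) for CG, 0.799 (0.783 to 0.815) for CHG and 0.784 (0.776 to 0.793) for CHH.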

**Figure 3:**
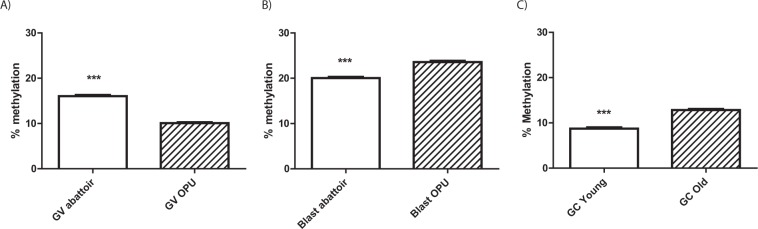
Comparison of total mtDNA methylation (both strands) in (**A**) GVOs collected from abattoir ovaries or obtained by OS/OPU, (**B**) blastocysts produced *in vitro* from abattoir or OS/OPU GVOs, and (**C**) granulosa cells obtained from FSH-stimulated adult or pre-pubertal cows.

Comparing mtDNA methylation between GVOs and blastocysts with an abattoir origin verses those from OS/OPU produced a somewhat surprising finding. 

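Across 6425 cytosines with at least 10 reads in both GVO libraries, the mean methylation was 16.0% in abattoir oocytes and 10.1% in OS/OPU oocytes. The difference was 5.94 percentage points, with a Mantel-Haenszel common odds ratio of 1.51 (95% interval 1.50 to 1.51). In the blastocysts the same subtraction, abattoir minus OS/OPU, had the opposite sign. The sign in GVOs held under each of the alternatives, and the difference was smallest on the minus strand, at 1.08 percentage points, where the coverage was highest. At cytosines with at least 100 reads in both GVO libraries the levels were lower, with 11.3% in abattoir and 7.83% in OS/OPU oocytes, and the odds ratio was 1.47. In each of these pairs, the library with more reads had the lower mean methylation. With 1 library per condition, neither difference can be set against the spread between pools of oocytes or blastocysts.

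**Figure D2:**
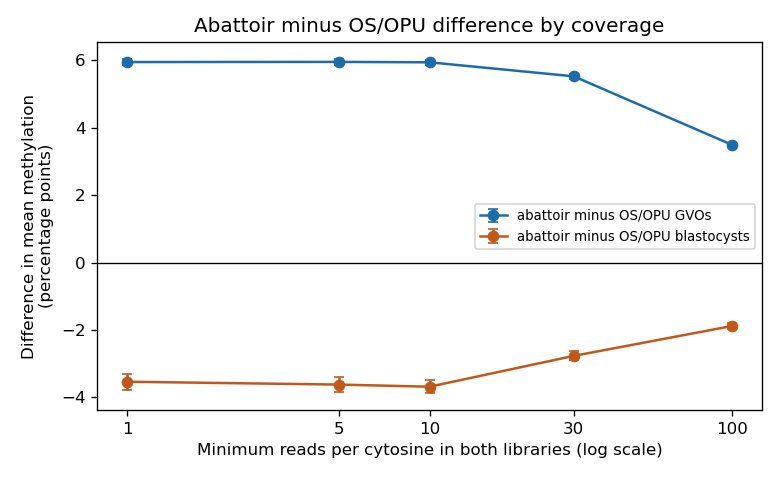
Abattoir minus OS/OPU difference in mean methylation (y axis, percentage points) against the minimum number of reads per cytosine (x axis, log scale) in GVOs and blastocysts, with 95% counting intervals as bars. The difference in GVOs goes from 5.95 at 1 read to 3.50 at 100 reads, and that in blastocysts from -3.54 to -1.89. Higher minimums leave relatively more minus-strand cytosines, where both differences are smaller in size.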

While total mitochondrial cytosine methylation was higher in oocytes recovered from abattoir ovaries than in OS/OPU oocytes, the opposite was the case in blastocysts obtained from these GVOs. A site-by-site comparison of differences in mtDNA methylation between GVOs (abattoir and OS/OPU) and *in vitro* produced blastocysts demonstrated these reciprocal patterns (Fig. 4).

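At 5749 cytosines with at least 10 reads in all 4 libraries, the abattoir minus OS/OPU difference in GVOs and the same difference in blastocysts had a Pearson r of -0.198. After rotation of one set of differences along the genome, r lay between -0.0728 and 0.0641 in 95% of rotations. Rotation also removes the profile of levels that the libraries share, and differences in percentage points can be larger where levels are higher. Opposite mean differences could then give a negative r by themselves, so the rotations cannot decide whether single sites are reciprocal. The differences had opposite signs at 62.4% of the 5721 cytosines where neither was 0. If the signs in GVOs and in blastocysts were unrelated from site to site, their overall shares alone would give opposite signs at 61.2% of these cytosines. A rise in GVOs with a fall in blastocysts was found at 3241 cytosines and the reverse at 328. Both differences were positive at 1614 cytosines and both were negative at 538. At a minimum of 100 reads r was -0.385 over 2485 cytosines. In GVOs, Fisher's exact test with Benjamini-Hochberg adjustment found 3508 of 6425 cytosines with an adjusted p-value below 0.05, of which 3400 were higher in the abattoir library. The count was 1186 cytosines when a difference of at least 10 percentage points was also required. The largest differences at cytosines with at least 100 reads in both libraries were at position 10691 in ND4 and position 12245 in ND5, both CHH cytosines of the plus strand. At position 10691, 91.5% of 247 reads were methylated in abattoir and 37.6% of 258 reads in OS/OPU GVOs (Fisher's exact test, adjusted p = 1.1e-35). At position 12245 the shares were 75.5% of 102 reads and 25.2% of 469 reads (Fisher's exact test, adjusted p = 4.2e-19). In the other direction, position 10708 in ND4 had 29.7% of 246 reads methylated in abattoir and 56.7% of 337 reads in OS/OPU GVOs (Fisher's exact test, adjusted p = 1.7e-09). Position 1593, a minus-strand CHH cytosine in the longer rRNA gene, had 14.3% of 252 reads and 24.5% of 1209 reads methylated (Fisher's exact test, adjusted p = 0.0011).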

**Figure 4:**
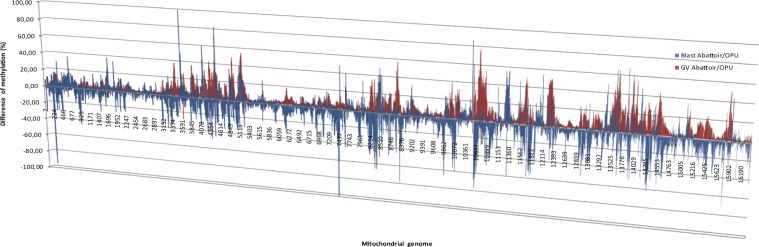
Site-by-site comparison of differences in mtDNA methylation (both complete strands) between GVOs (abattoir and OS/OPU) (red) and *in vitro* produced blastocysts (from abattoir and OS/OPU GVOs) (blue).

Finally, since granulosa cells are linked to developmental competence of their associate oocytes^27^, we assessed the effects of maternal maturity on mtDNA methylation. Granulosa cells were obtained from hormone-stimulated, large (5–12 mm) follicles of pre-pubertal cows and adult cows. 

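Over the 4362 cytosines with at least 10 reads in both granulosa cell libraries, the mean methylation was 13.7% in the adult and 10.5% in the pre-pubertal cow. The difference of 3.18 percentage points had a common odds ratio of 1.23 (95% interval 1.22 to 1.24) and compares 1 animal with 1 animal. The difference ranged from 0.7503 percentage points with all reads pooled to 6.24 with each library's own cytosines. Fisher's exact test with Benjamini-Hochberg adjustment found 2316 cytosines with an adjusted p-value below 0.05, of which 1643 were higher and 673 lower in the adult. The test counts each read as an independent molecule, whereas adjacent cytosines often had equal coverage. The share was taken over adjacent plus-strand pairs, the first with 20 to 100 reads, and averaged without weights over ranges of coverage. It was 68.8% in the adult and 80.6% in the pre-pubertal library, against 42.0% in abattoir and 48.2% in OS/OPU blastocysts. At cytosines with at least 100 reads in both libraries, the largest differences towards the adult were at position 6281 in COX1 and position 967 in the shorter rRNA gene, both plus-strand CHH cytosines. At position 6281, 66.5% of 218 reads were methylated in the adult and 0.781% of 128 reads in the pre-pubertal library (Fisher's exact test, adjusted p = 1.1e-38). At position 967 the shares were 54.8% of 115 reads and 0 of 203 reads (Fisher's exact test, adjusted p = 2.2e-33). With 3 reads taken as the smallest number that can be told from 0, 203 reads can show a share of 1.48% and 120 reads one of 2.50%. These limits hold only if each read is an independent molecule, and would be higher with repeated reads. Towards the pre-pubertal library, positions 2545 and 2547 in the longer rRNA gene had 0 of 120 reads methylated in the adult, and 97.8% of 136 reads and 97.7% of 133 reads in the pre-pubertal library (Fisher's exact test, adjusted p = 6.3e-68 and 3.2e-67).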

Total cytosine methylation was significantly lower in pre-pubertal heifers compared to adult cows (Fig. 3). This was true for all cytosine positions (Suppl. Fig. 3).

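At CG cytosines the mean was 10.2% in adult and 7.94% in pre-pubertal granulosa cells (563 cytosines, common odds ratio 1.20, 95% interval 1.17 to 1.24). At CHG cytosines it was 10.6% and 8.32% (692 cytosines, odds ratio 1.21, 1.18 to 1.25). At CHH cytosines it was 15.0% and 11.4% (3107 cytosines, odds ratio 1.24, 1.22 to 1.26). Under the alternatives the smallest difference in any context was 0.0289 percentage points, at CG cytosines of the minus strand.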

To determine whether there is a correlation between cytosine methylation and expression of genes in the mitochondrial genome, we investigated RNAseq data (GEO Series GSE52415) performed on oocytes and blastocysts for 12 mitochondrial-encoded genes using data from comparable stages to our experiment^28^. The level of expression obtained for the 12 genes in number of reads is depicted in Fig. 5. We first compared overall mitochondrial gene expression levels to total mtDNA cytosine methylation levels. A simple correlation analysis between the average methylation status of all cytosines in a given gene and the relative number of reads in the dataset revealed a strong negative correlation for both oocytes and blastocysts (Fig. 6). Next, we compared total mtDNA cytosine methylation levels at specific genes to their gene expression levels. 

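The level of a gene was taken as the mean over its cytosines of both strands with at least 10 reads. The highest level was that of ND6 (195 cytosines, between positions 13920 and 14438), with 45.7% in abattoir GVOs, 30.6% in OS/OPU GVOs, 51.6% in abattoir blastocysts and 58.4% in OS/OPU blastocysts. COX3 (344 cytosines, between positions 8972 and 9749) had levels of 6.27%, 3.50%, 10.2% and 12.0% in the same order. In abattoir GVOs, ND2 had 28.6%, ATP8 28.5%, ND3 27.8%, ND4 24.6%, ND5 29.0% and ATP6 20.8%, whereas COX1 had 6.83%, ND4L 9.19%, CYB 15.1% and ND1 18.3%. Counting errors of these gene levels in abattoir GVOs were at most 0.690 percentage points. The mean of ATP6, ATP8, ND2, ND3, ND4, ND5 and ND6 exceeded that of COX1, COX3, CYB, ND1 and ND4L by 18.1 percentage points in abattoir GVOs, 11.6 in OS/OPU GVOs, 18.5 in abattoir blastocysts and 22.9 in OS/OPU blastocysts. All 7 genes of the first list exceeded all 5 of the second in 3 of these 4 libraries. In OS/OPU GVOs ATP6 (10.8%) lay below ND1 (11.6%). Of the 792 ways to split the 12 genes into lists of 7 and 5, 1 gave as large a contrast in each of the other libraries and 2 in OS/OPU GVOs, the lists themselves included (exact permutation of genes, as a description, since the lists were drawn up from these libraries). On the minus strand alone the contrast was 0.614 percentage points in abattoir GVOs and 2.03 in abattoir blastocysts, and the lists overlapped. Blastocysts had higher levels than GVOs of the same origin for 10 of the 12 genes. In the abattoir libraries ATP8 had 28.5% in GVOs and 29.0% in blastocysts, within counting error, and ND4L had 9.19% and 7.98%. In the OS/OPU libraries ND4L had 5.49% and 5.72%, also within counting error.

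**Figure D3:**
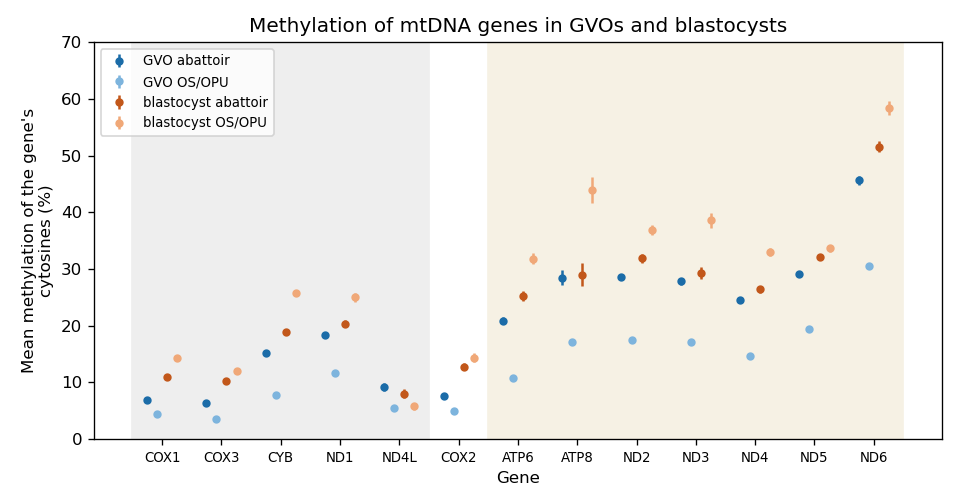
Mean methylation (y axis, %) of the cytosines of each mitochondrial gene (x axis) in 4 libraries, with 95% counting intervals as bars. The shaded backgrounds mark the lists of 5 and of 7 genes, and ND6 has the highest level in each library, from 30.6% to 58.4%.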

Five genes (COX1, COX3, CYB, ND1, ND4L) possessed lower and 7 genes (ATP6, ATP8, ND2, ND3, ND4, ND5, ND6) had higher cytosine methylation levels in GVOs and blastocysts, generally with methylation levels higher and broader in the latter (Fig. 1). For both samples, the lower methylation levels for COX1, COX3, CYB and ND1 were associated with higher gene expression levels as determined by read count (Fig. 5). The reverse was seen for ATP6, ATP8, ND2, ND3, ND5, ND6, where higher methylation levels were associated with lower expression levels. Between sample comparison showed that the overall, gene expression levels were higher in blastocysts compared to oocytes. One explanation for higher transcript abundance could be higher numbers of mtDNA copies in blastocysts than in oocytes. To test this, we measured the mtDNA copy number in GVOs and blastocysts (abattoir). Here, mtDNA copy number was on average 3 times higher in blastocysts (Fig. 7).

**Figure 5:**
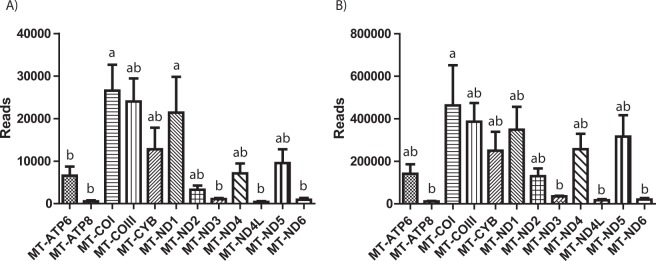
Representation of the number of reads for 12 mitochondrial transcripts obtained from GEO Series GSE52415 (31) in (**A**) oocytes and (**B**) blastocysts.

**Figure 6:**
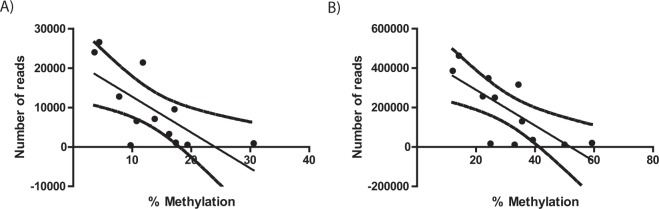
Analysis of correlation between the average number of reads for 12 mitochondrial transcripts obtained from GEO Series GSE52415 (31) and the average % methylation (total cytosines)(based on bisulphite) of the same bovine genes in (**A**) Oocytes, (**B**) Blastocysts.

**Figure 7:**
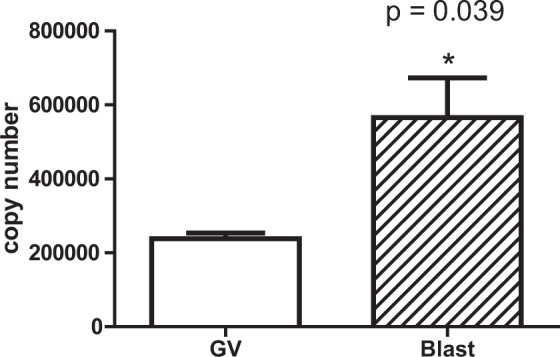
Abundance of mitochondrial DNA copies in GVOs and blastocysts. The mtDNA D-loop region was quantified by qPCR to obtain an estimation of the mitochondria DNA copy number present. The numbers were corrected to show mtDNA copy number for individual oocytes or blastocysts.

## Discussion

This study is the first to compare mitochondrial DNA methylation in reproductive tissues. We found a more conserved mtDNA methylation signature between oocytes and blastocysts compared to the granulosa cells. This suggests that the oocyte methylation pattern may be inherited by preimplantation embryos. This seems reasonable since mitochondria in embryos are directly inherited from oocytes, with no substantial paternal contribution. Alternatively, CG methylation may be inherited from oocytes and act as nucleation centers for subsequent CHG and CHH methylation in preimplantation embryos. Furthermore, our data indicate different regulatory mechanism between germ/embryonic and somatic cell mtDNA methylation. 

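Levels of at most 20% were taken as low and levels of at least 80% as high, limits set after the data were seen. In adult granulosa cells 75.7% of 5534 cytosines with at least 10 reads were low and 6.60% were high. In pre-pubertal granulosa cells 83.8% of 4614 cytosines were low and 5.64% were high. Levels between the limits were found at 17.7% of the cytosines in adult and 10.6% in pre-pubertal granulosa cells. In GVOs such levels were found at 19.8% of the cytosines from abattoir and 11.5% from OS/OPU. In blastocysts they were found at 25.2% and 28.5%, respectively. No methylated read was seen at 19.4% of the cytosines in adult and 34.5% in pre-pubertal granulosa cells, but at no more than 2.47% in the GVO and blastocyst libraries.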

Consistent with this, comparison of our methylation data with tissues in humans indicates that the observed mtDNA methylation signature associated with granulosa cells is more typical of the somatic environment (% methylation very high or very low at most sites) in comparison to the different patterns observed in oocytes and embryos^29^.

In addition to nuclear CG methylation observed in mammals, CHG and CHH methylation account for nearly two thirds of the methyl-cytosines present in mouse germinal vesicles and that these accumulate genome-wide in close proximity to methylated CG sites in growing oocytes^30^. The *de novo* DNA methyltransferase proteins, DNMT3A and DNMT3L, are likely responsible for non-CG methylation in oocytes. While it is difficult to imagine such proteins entering the mitochondria, it seems equally unlikely that only mitochondrial DNMT1 is responsible for non-CG methylation. Other gene products could be involved in non-replicative (symmetrical) distribution of methylation outside of CG. Of the three currently known DNA methyltransferases, only DNMT1 has been shown to target mitochondria. A recent paper describes a specific isoform of DNMT1 that might enter mitochondria^31^. Our analysis of RNA bovine sequences present on NCBI indicates a positive mitochondrial localisation sequence within some of the isoforms listed using IPSORT prediction algorithm (http://ipsort.hgc.jp/index.html). Observations in both this study and elsewhere (with mice) suggest that non-CG methylation occurs inside mitochondria and that oocytes would support a less specific catalytic action of such an isoform. In a recent study of melatonin-treated swine oocytes, DNMT1 expression was increased and the protein was trans-located into mitochondria and the inhibitory effect of melatonin on mtDNA expression was suppressed by simultaneous addition of a DNMT1 inhibitor, suggesting that melatonin regulates mtDNA transcription through up-regulation of DNMT1 and mtDNA methylation^32^. DNMT1 expression is also up-regulated by nuclear respiratory factor 1 (NRF1) and peroxisome proliferator-activated receptor gamma co-activator 1-alpha (PGC1α), transcription factors that activate expression of nuclear-encoded mitochondrial genes in response to hypoxia, and by loss of tumour suppressor protein 53 (TP53), known to regulate mitochondrial metabolism^33^. Overall, our investigation suggests a need to increase our understanding of the DNA methyltransferases involved in mitochondria CG as well CGH and CHH methylation in oocytes and preimplantation embryos.

In this study, we also compared the effects of different ovarian environmental exposures and maternal maturity on mtDNA methylation in oocytes, blastocysts and granulosa cells. We found significant changes in mtDNA methylation in oocytes and blastocysts based on the ovarian environment, which may indicate sensitivity to oocyte status/quality and subsequent mtDNA methylation programming of embryonic development. It is believed that the oocyte metabolism changes during oocyte development as the oocyte mitochondria have a different, immature structure, and are rather quiet compared to somatic tissues^34^. This shutting down of mitochondria may occurs progressively and could be associated with the general de-methylation of the mtDNA, which could explain why the abattoir oocytes (small follicles) had higher methylation levels than OS/OPU oocytes (large follicles). 

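For each origin, blastocysts were compared with GVOs at the cytosines with at least 10 reads in both libraries, a comparison added after the data were seen. The abattoir libraries had a mean of 19.6% in blastocysts and 15.6% in GVOs, a difference of 4.04 percentage points (common odds ratio 1.78, 95% interval 1.76 to 1.79). The OS/OPU libraries had a mean of 22.5% in blastocysts and 9.72% in GVOs, a difference of 12.7 percentage points (odds ratio 3.46, 3.43 to 3.48). At a minimum of 100 reads the differences were 3.73 and 7.27 percentage points. More than 20% methylation was found at 23.3% of the cytosines in abattoir GVOs and 12.7% in OS/OPU GVOs, against 29.0% in abattoir and 33.4% in OS/OPU blastocysts. From the higher levels in blastocysts, the paper proposes that mtDNA methylation is programmed after the oocyte stage, during embryonic development.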

Generally, blastocysts possessed a higher level of mtDNA methylation with a broader distribution than oocytes, suggesting subsequent mtDNA methylation programming during embryonic development. However, these levels were reduced in blastocyst produced from abattoir oocytes than OS/OPU oocytes, suggesting that the developmental programming of mtDNA methylation was compromised in the less matured abattoir samples.

Many questions remain regarding mtDNA DNA methylation in oocytes and preimplantation embryos. Firstly, in addition of DNA methyltransferases and mtDNA methylation, a greater understanding is required for mechanisms of mtDNA demethylation during gametogenesis. The identification of TET proteins in mitochondria^35^ suggest that they could play a similar role as in the oocyte nuclear genome. Secondly, studies need to be done to analysis mtDNA methylation programming during oogenesis similar to those done for nuclear DNA. This will determine whether the gamete-specific pattern is established initially in early germ cells or is acquired as mitochondria adopt the oocyte-specific form during oocyte growth and maturation. Analysis during preimplantation development will also determine whether mtDNA methylation is inherited from the oocyte to the zygote, and subsequently expanded during preimplantation development. Analyses performed post-implantation will reveal when the demethylated somatic mtDNA methylation pattern, as observed in granulosa cells, is established, as well as whether early lineages or stem cells maintain the embryonic pattern or harbor a somatic program.

Many questions also arise regarding mtDNA DNA methylation and adverse environmental exposures. We observed that suboptimal ovarian environment and maternal maturity were associated with altered mtDNA methylation. Previous studies have revealed that the culture environment of preimplantation embryos not only induced up-regulation of mitochondrial RNA polymerase (POLRMT, a key regulator of mtDNA transcription and replication) at the blastocyst stage, but also increased mitochondrial ND4 mRNA preceding the blastocyst stage, suggesting that impaired regulation of mtDNA may be responsible for the abnormal metabolism and physiology and hence decreased viability of cultured embryos^36^. Further investigation of various culture environments and medium supplementation with metabolites such as folate will provide further insight into the regulation of mtDNA methylation.

Granulosa cells have been studied as a biomarker for oocyte developmental competence^37^. Our analysis revealed a difference in mtDNA methylation between the granulosa cells of adult and pre-pubertal cows. These patterns could reflect the linear process of age, or a follicle-specific pattern associated with the ovarian context or the metabolism of a maturing animal compared to an adult. To further explore this observation, follicles of different sizes within the same female should be compared for mtDNA methylation. In cows, the number of mitochondria doubles with age and also during oocyte maturation *in vitro*^38^ and exceeding a certain minimal number appears to be necessary for normal early development^39^. Furthermore, mitochondria methylation has been shown to increase with age in human and in several tissues that have been measured^20^. To assess linear aging, other tissues within prepubertal and adult females should be compared to assess if the ovary/follicle has different mtDNA methylation programming. Additional studies should examine mtDNA methylation in females of advanced maternal age.

An important question still revolves around the the potential function of the mtDNA methylation. A recent paper indicated that mitochondrial nuclear genes undergo *de novo* promoter methylation, which may have functional consequences on mitochondrial activity and dynamics during early development^21^. In this study, we examined mtDNA methylation levels and expression of mitochondrial genes. We observed that mtDNA methylation was negatively correlated with individual gene expression. More specifically, genes with higher methylation were associated with lower expression, while genes with low methylation levels had higher expression levels. We also found that gene expression levels were higher in blastocysts compared to oocytes. Higher transcript abundance in blastocysts could be explained by the greater mtDNA copy number in blastocysts (3 times), however, this does not explain the 20 times rise in transcript abundance. Instead, it is likely that the increase of transcription capacity comes from the nucleus in the form of polymerase and transcription factors. Three important transcription regulators, TFAM, Tfb2m and Polrmt, are transcriptional upregulated relative to other genes at the 8-cell stage in bovine embryos (http://emb-bioinfo.fsaa.ulaval.ca/IMAGE), perhaps additionally accounting for the robust expression in blastocysts. Further investigation of somatic tissues, such as liver, muscle and skin that have different mitochondria levels, could be used to study the role of mtDNA during transcription and replication, nuclear-mitochondrial co-regulation, as well as effects of mitochondrial DNA mutations.

In a broader context, the major role of mitochondria is to provide ATP, and their functionality is therefore closely related to metabolism. With respect to reproductive biology, mtDNA sequences encoding RNR1, RNR2 and ND4 as well as the D-loop region have been found significantly hypermethylated in porcine oocytes in association with PCOS, indicating that abnormal activation of one-carbon metabolism and hypermethylation of mtDNA may contribute substantially to mitochondrial malfunction and decreased oocyte quality^40^. In pigs, a low-protein diet during pregnancy was associated with sex-dependent epigenetic alterations in the expression of mtDNA-encoded oxidative phosphorylation genes and that the glucocorticoid receptor (NR3C1) is involved in mtDNA transcription regulation^41^. In humans, mtDNA methylation is associated with early insulin sensitivity and body mass index. An increase in BMI from lean to obese (20–24.9 to 30–34.9) coincides with a drastic increase in mtDNA methylation, while increases from obese to severely obese (35–39.9) and from severely to morbidly obese (BMI > 40) coincide with marginal increases in methylation^42^. Further investigations are required to determine the linkages between mtDNA methylation, mitochondrial function and cellular metabolism.

## Conclusion

The results presented here show that mtDNA methylation patterns in bovine oocytes and embryos differ from those in the associated granulosa cells and therefore warrant investigation of how such patterns control replication and transcription of mtDNA in both embryonic and somatic tissues. Secondly, the observed differences in oocyte quality and reflected in blastocyst methylation patterns may be indicative of late oogenesis/folliculogenesis programming, which likely has an impact on embryo quality or on the metabolic programming of the foetus or of the offspring.

## Materials and Methods

### Samples

Pools (n = 10) of germinal vesicle oocytes (GVO) were collected from 2–5 mm follicles from ovaries obtained from randomly selected animals at a local abattoir and also from females subjected to ovarian stimulation protocol (OS) followed by trans-vaginal ultrasound aspiration through a process called ovum pick-up (OPU)^43^ (5–12 mm follicles) in peri-pubertal animals (8–16 months old) obtained from a commercial IVF company (Boviteq, St Hyacinthe, Canada). The procedure allows for oocyte to remain in the growing follicle under FSH (Follicle stimulating hormone) stimulation which become dominant after a few days increasing the quality of the enclosed oocytes compared to oocyte collected from random non-stimulated animal at slaughter. Both types of oocytes are at the same maturation stage (GV) at collection but if exposed to similar culture conditions will lead to blastocysts rates of >50% for the stimulated compared to <30% for the abattoir derived^44^. Day-7 blastocysts were *in vitro* produced using *in vitro* maturation, fertilization and embryo development from abattoir GVO^45^ or OPU GVO^37^. Granulosa cells were obtained from hormone-stimulated 113-month-old (follicles 5–12 mm, adult) or 6-month-old (follicles 5–12 mm, prepubertal) cows by trans-vaginal ultrasound aspiration^44^. Experiments took place in compliance with the guidelines of the Canadian Council on Animal Care and supervised by the Animal Protection Committee of Université Laval. These guidelines are strictly followed by Boviteq, who provided all the tissues and samples. The study did not require handling of animals on university premises.

### Extraction of mtDNA from granulosa cells

The vast mitochondrial abundancy in oocytes and preimplantation embryos (>200,000 mtDNA copies) does not require mitochondrial enrichment prior to mtDNA purification. For granulosa cells, an enrichment procedure was use where mitochondria were isolated with hypotonic buffer followed by differential centrifugation^25^. Briefly, cells were suspended in 500 µL of RSB (1X:10 mM Tris-Cl, pH 7.4, 10 mM NaCl and 3 mM MgCl_2_) hypotonic buffer in a 1.0 mL glass homogenizer tube using 10 strokes in a B-pestle, diluted with 350 µL of 2.5X MS buffer, and then centrifuged at 1,300 × g for 5 min at 4 °C. The pellet was resuspended, washed with 500 µL of 1X MS buffer and spun again (1,300 × g for 5 min at 4 °C), following which the two supernatants were pooled in a clean tube and centrifuged at 16,000 × g for 15 min at 4 °C. The pellet was re-suspended in 500 µL of 1X MS buffer and washed (16,000 × g for 15 min at 4 °C). Mitochondrial DNA was extracted from the final pellet using ZR Genomic DNA – Tissue MicroPrep (Zymo Research) and then suspended in 40 µL of DNA elution buffer. MtDNA was digested with plasmid-safe ATP-dependent DNase (Epicenter) in a final volume of 50 µL for 2 h at 37 °C followed by 30 min at 70 °C, and then purified using ZR Genomic DNA – Tissue MicroPrep without proteinase K digestion. The purified DNA was suspended in 10 µL of DNA elution buffer.

### Whole-genome bisulphite sequencing (WGBS) library preparation

Pools of 10 GVO or 10 blastocysts were digested with proteinase K for 20 minutes at 50 °C in M-digestion buffer (1X) to obtain a final volume of 20 µL. Granulosa cell mtDNA was mixed with 10 µL of 2X M-digestion buffer and brought to a final volume of 20 µL using the reagents from the EZ DNA Methylation-Direct kit (Zymo Research). Since it has been reported that accessibility of the human mtDNA nucleoid to sodium bisulphite varies can compromise the mtDNA methylation analysis^26^, a restriction enzyme was used (200 U of Sal1 for 4 h at 37 °C) to linearize the bovine mtDNA samples. Next, samples were treatment with 130 µL of Lightning Conversion Reagent from the Pico Methyl-Seq Library Prep kit (Zymo Research). The WGBS library protocol was followed as recommended by the manufacturer for 10 pg to 1 ng of DNA with 10 cycles for the final two PCR amplification rounds. Purified libraries were suspended in 12 µL of DNA elution buffer.

### Library quantitation and sequencing

Six libraries prepared with the Pico Methyl-Seq Library Prep kit (Zymo Research) and the Illumina Index linker-primers for multiplexing (Illumina) were quantified, pooled and sequenced on one lane of Hiseq2500 SR 50 bp (Illumina). Library quantitation, quality control and sequencing protocol were performed at the McGill University and Génome Québec Innovation Centre (Montreal, Canada). The sequences were analysed against the reference bovine mitochondrial bisulphite-treated DNA, and the ratio of methylation was analysed for each individual site, and for the 3 types of cytosine positions (CG, CHG, CHH). A Fisher-type analysis was performed with false discovery rate (FDR) filtering. The data discussed in this paper have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and are accessible through GEO Series Accession number GSE122599.

### Sequences bioinformatics analysis

Using Trimmomatic, sequencing adapters were removed and base calls with a quality score below 30 were removed from the ends of the reads^46^. Reads with a minimal length of 50 nucleotides were kept for further processing. Methylation calls for the bovine mitochondrial genome (NC_006853.1) were then obtained using bismark^47^.

### Pyro-sequencing

To validate WGBS cytosine methylation results, we performed pyro-sequencing for several methylation sites in the D-Loop and ND4L regions of the mitochondrial genome. Individual blastocysts (n = 6) produced *in vitro* as described previously were treated with sodium bisulphite directly using the EZ DNA Methylation-Direct kit. PCR was performed for 2 regions on mtDNA, namely the D-loop and ND4L, in 25 µL using the PyroMark PCR kit (Qiagen) in 1X buffer, 3 mM MgCl_2_ and 5 µL bisulphite-modified DNA (corresponding to 0.1 blastocyst). Primers information are presented in Suppl Table 1). The cycling conditions were as follows: 95 °C for 15 min followed by 45 cycles of 30 sec at 95 °C; 30 sec at 52 °C; 30 sec at 72 °C; and a final elongation step of 10 min at 72 °C. PCR products were verified by electrophoresis on 2% w/v agarose gel and then attached to streptavidin-coated Sepharose beads (GE Healthcare) in the presence of binding buffer (Qiagen). The pyro-sequencing reactions were performed on a PyroMark Q24 Advanced system using the PyroMark Q24 advanced CPG reagents kit (Qiagen) in accordance with the manufacturer’s recommendations. The pyrosequencing assay design was done using the Pyromark assay design 2.0 (Qiagen).

### Mitochondrial DNA copy number quantification

Pools of 20 GVO (n = 3) collected from abattoir and 7-day blastocysts (n = 3) produced *in vitro* from these GVOs were extracted using ZR Genomic DNA – Tissue MicroPrep for gDNA and mtDNA. Primers for the D-loop region on mtDNA (Suppl Table 1) were designed using the IDT PrimerQuest tool (http://www.idtdna.com/Scitools/Applications/Primerquest/) from sequences obtained using the Genebank V00654.1 *Bos taurus* complete mitochondrial DNA. To confirm primer specificity, the amplified fragment was purified by electrophoresis on a standard 1.2% agarose gel then quantified and sequenced. The products were then used to create the standard curve for quantification, with dilutions ranging from 2 × 10^−4^ to 2 × 10^−8^ ng/µL. Realtime PCR was performed on a LightCycler 480 (Roche Diagnostics) using LightCycler 480 SYBR Green I Master. Each qPCR reaction mixture (final volume of 20 µL) contained the mtDNA from single GVOs or blastocysts. The PCR conditions were as follows: denaturing cycle for 10 min at 95 °C; 50 PCR cycles (denaturing at 95 °C for 5 sec; annealing at 57 °C for 5 sec; extension at 72 °C for 5 sec; melting curve (94 °C for 5 sec, 72 °C for 30 sec; and ramping up to 94 °C at 0.2 °C/sec); and a final cooling step at 40 °C. Quantification was performed with LightCycler 480 Software version 1.5 (Roche Diagnostics) by comparison to the standard curve. PCR specificity was confirmed by melting-curve analysis. Mitochondrial DNA copy numbers were calculated from the standard curve.

### Mitochondrial RNA analysis

For the level of expression of mitochondrial genes, 12 mitochondrial transcripts abundance were obtained from GEO Series GSE52415 acquired from sequencing pools of 10 denuded bovine oocytes and 10 blastocysts produced *in vitro*^28^. Briefly, the libraries were prepared with Ovation RNAseq v2 kit (NuGEN) and the barcoded libraries were pooled for multiplexed sequencing on an Illumina GAIIx to a mean coverage of 20 × 10^6^ reads each. Sequencing runs were done in single-read mode with an 80-base read length.

### Statistical analyses

All statistical analyses were performed using Graphpad prism 5 software. An unpaired t-test analysis was performed for total mtDNA methylation, mtDNA methylation at specific cytosines, and mtDNA abundance. Anova analysis was performed for the mRNA gene-specific expression analysis and a Pearson r correlation analysis for the methylation/reads analysis.

## Supplementary information

Supplemental material

# Supplementary material for: Distribution and dynamics of mitochondrial DNA methylation in oocytes, embryos and granulosa cells
**Source:** Sci Rep. 2019 Aug 15;9:11937. doi: 10.1038/s41598-019-48422-8
**Supplement:** Supplementary file 1 — Supplemental material

## Supplemental material

Title: Distribution and dynamics of mitochondrial DNA methylation in oocytes, embryos and granulosa cells

### Authors and Affiliations:

Marc-André Sirard

Centre de recherche en reproduction, développement et santé intergénérationnelle (CRDSI)

Département des Sciences Animales, Faculté des sciences de l'agriculture et de l'alimentation, Université Laval, Québec, Canada

Marc-André Sirard, Centre de Recherche en Biologie de la Reproduction, Département des Sciences Animales, Université Laval, Québec (Québec) Canada G1V 0A6

**Suppl. Table 1:** Primers used for the pyro-sequencing reactions and mtDNA quantification

|                              |   | Primers                                  | Cytosine               |
|------------------------------|---|------------------------------------------|------------------------|
| D-Loop<br>(pyro-sequencing)  | F | 5'-GTTTTGTAAATTAGAGAAGGAGAATAA-3'        | CHH-15886              |
|                              | R | 5'-Biotin-ACATTAATATTATATACATTACCCCTT-3' | CHH-15887              |
|                              | S | 5'-GGATAATTTAATATAGAATTTGTATTT-3'        | CHH-15913<br>CG-15920  |
| MT-ND4L<br>(pyro-sequencing) | F | 5'-GTGGATTTGATTTTATAGGATTAGT-3'          | CHH-10033              |
|                              | R | 5'-Biotin-TTCTAATCCTTTTTAAATTCATCATA-3'  | CHH-10036              |
|                              | S | 5'-ATTTTTTTTATTTGATTTAGAAATT-3'          | CHH-10060<br>CHG-10064 |
| D-Loop                       | F | 5'-GACATCTCGATGGACTAATGGCTAATCAG-3'      |                        |
|                              | R | 5'-CCTGTAACCATTGACTGTAATGTCC-3'          |                        |

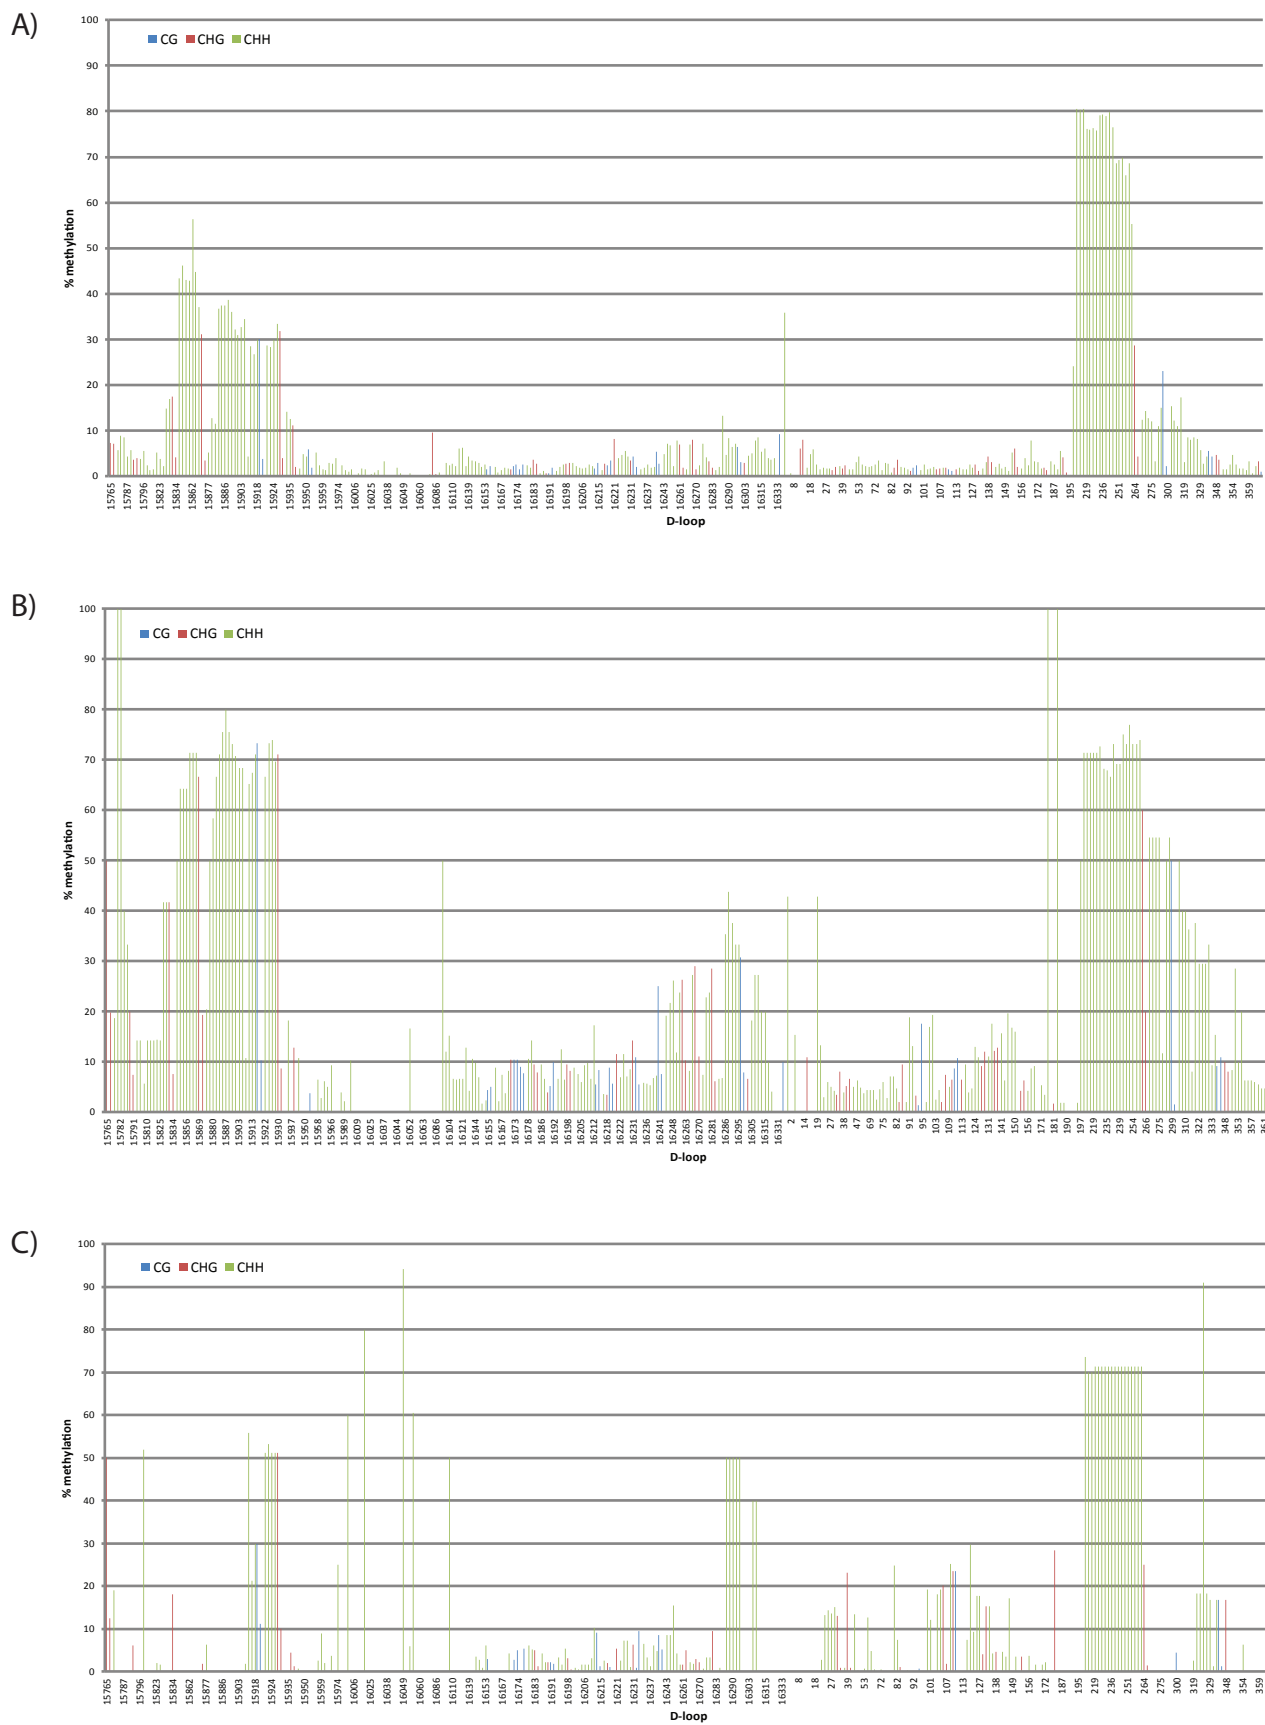

A)

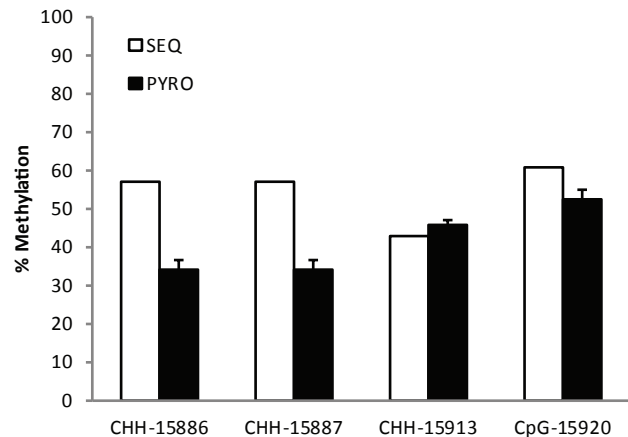

B)

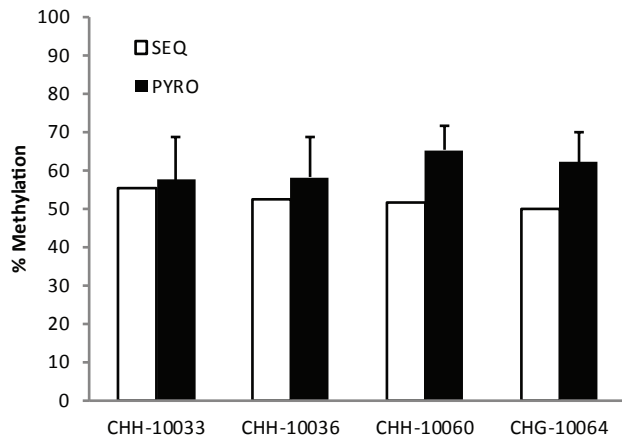

Suppl fig 2 . Cytosine methylation at specific positions (CG, CHG or CHH type indicated) in bovine mtDNA as measured using bisulphite (white) and pyro-sequencing (black), the latter plotted with standard deviation (n = 6 individual blastocysts), A) D-Loop region, B) ND4 gene region.

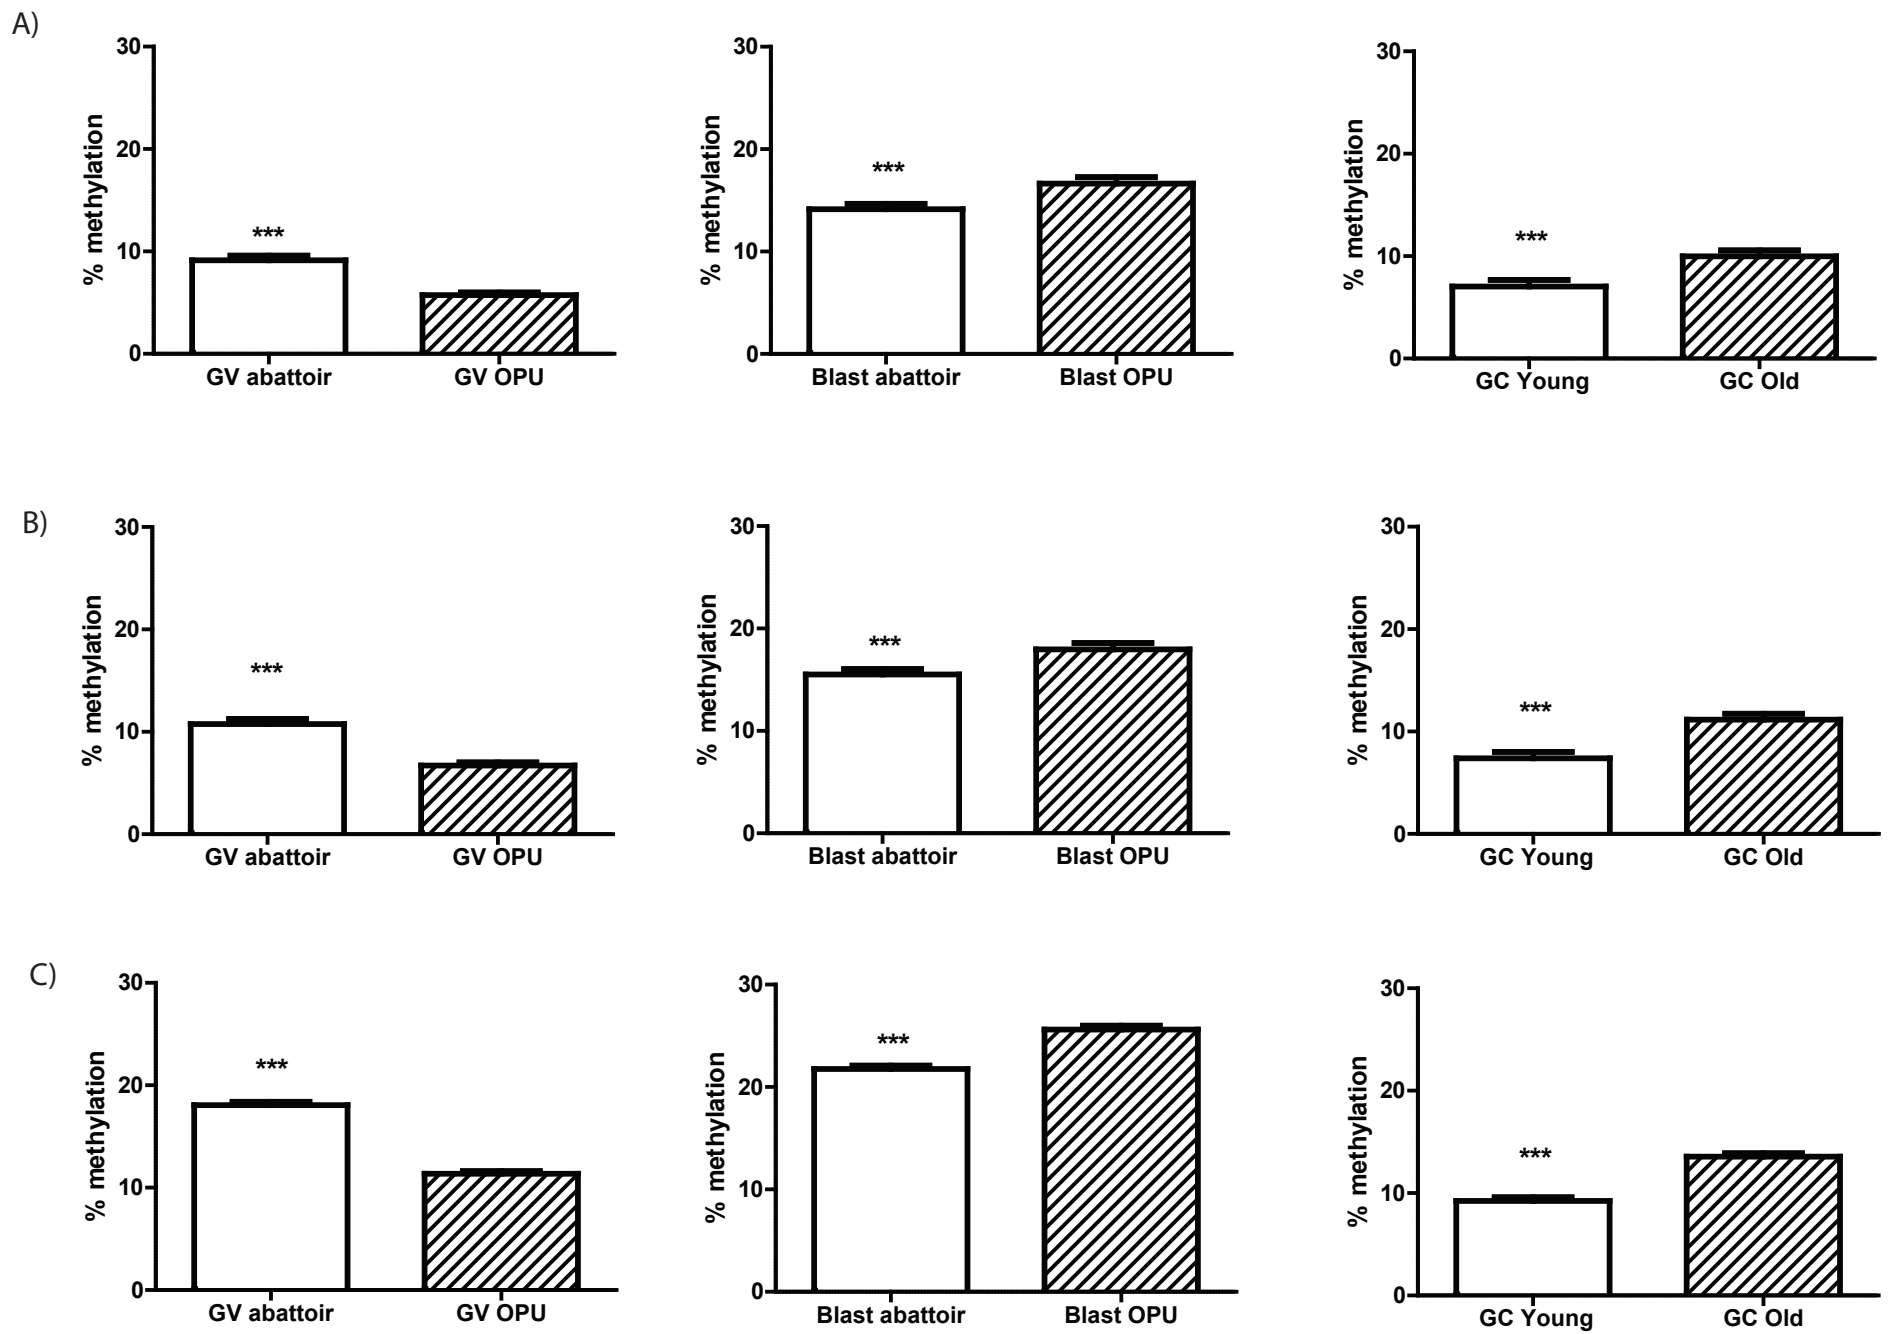

Suppl fig 3. (A) CG, (B) CHG, and C) CHH methylation of mtDNA (both strands) in GVOs recovered from abattoir ovaries or obtained by OS/ OPU (left), in blastocysts produced from these GVOs (middle), and in granulosa cells from adult or prepubertal cows (right).

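Each bar of these panels is a mean over cytosines of one context in a single library, so the cytosines, not animals or pools, are its units. For GVOs, the means over cytosines with at least 10 reads in both libraries were 9.14% (abattoir) and 5.72% (OS/OPU) at 715 CG cytosines. At 901 CHG cytosines they were 10.7% and 6.69%, and at 4809 CHH cytosines 18.0% and 11.4%. The common odds ratio of abattoir against OS/OPU was 1.42 for CG (95% interval 1.40 to 1.43), 1.40 for CHG (1.39 to 1.41) and 1.56 for CHH (1.55 to 1.57).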

How the deposited data were processed for this re-analysis (not part of the article)

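Mitochondrial WGBS was read from 6 libraries: pools of 10 GVOs from abattoir ovaries or from OS/OPU, pools of 10 day-7 blastocysts produced from either kind of GVO, and granulosa cells of an adult and of a pre-pubertal cow. The authors sequenced all 6 libraries on a single lane, so no difference between lanes separates them. Each condition has 1 library.

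The authors removed adapters and trimmed read ends with Trimmomatic, kept reads of at least 50 nt and called methylation on the bovine mitochondrial reference genome with Bismark. For every library they deposited counts of methylated and of unmethylated reads at each cytosine of both strands, without normalization or a filter on coverage. They also deposited another column (unit: other), the methylated share of the calls as a fraction, which was recomputed from the counts and not used otherwise. The paper's text does not give the versions of these tools and does not say whether repeated reads were removed.

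The level of a cytosine was its methylated calls as a percentage of all its calls. Levels of libraries, contexts, genes and the D-loop were unweighted means over cytosines with at least 10 reads, in both libraries for a comparison. Differences were given with a Cochran-Mantel-Haenszel common odds ratio, each cytosine being a stratum, and its 95% interval. Single cytosines were compared by Fisher's exact test (two-sided) with Benjamini-Hochberg adjustment at 0.05. Sites are not replicates, so no p-value across sites is given, and a test on the reads of 2 libraries compares those libraries and not the conditions. Pearson r across cytosines was set against the r after every rotation of a profile along the circular genome, and its 95% interval came from 1000 resamplings of 200-nt stretches (50-nt stretches in the D-loop). Shares at single cytosines have Wilson 95% intervals, and 3 counts were taken as the smallest number that can be told from 0.

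Gene limits came from the annotation of the assembly ARS-UCD2.0. Since that assembly is not named in the same way as the reference of the deposited counts, the limits were checked against the sequence contexts in the counts. These resolved 12318 of 16338 positions with 0 conflicts, and 13 of 13 protein genes read through without an internal stop, against 0 with the limits shifted by 1 nt and 1 with a shift of 2 nt. The text gives the positions of cytosines in the deposited counts only. The D-loop was the stretch outside all annotated genes that spans the origin.

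The cytosines named are the 8 of Suppl. Table 1 and, for each of the 3 comparisons, the 2 with the largest difference in each direction among those with an adjusted p-value below 0.05 and at least 100 reads in both libraries. The genes named are the 12 genes of the paper and COX2. The comparison of blastocysts with GVOs and the limits of 20% and 80% were chosen after the data were seen.

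The procedures were tested on simulated data. Of 200 cytosines changed by 20 percentage points, Fisher's exact test found 189 at the coverage of the GVO libraries (94.5%), 109 at that of the blastocyst libraries (54.5%) and 147 at that of the granulosa cell libraries (73.5%). It made 9, 0 and 3 false calls there. The simulated reads were drawn independently, so these figures do not cover repeated reads, which may be present in the granulosa cell libraries. Among 100 pairs of unrelated profiles, 5 exceeded the 95th percentile of their rotations. These simulated profiles had no strands, whereas the real ones share a strand difference that rotation breaks, so the simulation does not cover that.

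The alternatives were a coverage minimum of 1, 5, 30 or 100 reads, pooled reads, each library's own cytosines, each strand alone, the median over cytosines, the genome without the D-loop, the cytosines with at least 10 reads in all 6 libraries, thinned reads, Spearman's rho, an adjusted p-value below 0.01, Benjamini-Yekutieli adjustment and a difference of at least 10 percentage points. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and the plots matplotlib 3.10.9. The transcript counts, the mtDNA copy numbers and the pyrosequencing of individual blastocysts were not analysed here.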

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

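The test of whether the deeper library of a pair has the lower mean was chosen only after the result was seen.

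The abattoir minus OS/OPU difference was positive in GVOs and negative in blastocysts, and the 2 differences lay 9.63 percentage points apart. Each side rests on 1 library per condition, so the difference between GVOs and blastocysts was not tested against the spread between pools. At the 4283 cytosines with at least 10 reads in all 6 libraries the differences were 3.65 percentage points in GVOs and -3.02 in blastocysts, and with reads thinned to equal coverage at these cytosines they were 3.59 and -2.95. Random thinning leaves the expected level of a cytosine unchanged, so this does not show whether depth accounts for the signs. Among cytosines with at least 100 reads in both libraries, 58.8% of the difference in GVOs and 51.2% of that in blastocysts remained, and 36.9% of that between the granulosa cell libraries. These cytosines also have lower levels, which narrows a gap in percentage points. They lie less often on the plus strand, where the gaps are wider. In OS/OPU blastocysts, 3588 plus-strand and 2192 minus-strand cytosines had at least 10 reads, against 668 and 1824 with at least 100. The odds ratio moved from 1.51 to 1.47 in GVOs, from 0.788 to 0.808 in blastocysts and from 1.23 to 1.16 in granulosa cells. The shrinkage in percentage points alone does not show whether depth contributes. The library with more reads had the lower mean in 3 of 3 comparisons, a number of comparisons too small to test, since the smallest two-sided exact p-value is 0.25. The comparisons of blastocysts with GVOs of the same origin had the same order, the GVO library having more reads and the lower mean in both. Pairs with a granulosa cell library were mixed. At the 4283 shared cytosines abattoir blastocysts had 14.2%, above adult (13.4%) and pre-pubertal (10.3%) granulosa cells, which had fewer reads. OS/OPU blastocysts (17.2%) lay above adult granulosa cells at a similar number of reads. The order held for OS/OPU blastocysts with pre-pubertal granulosa cells, and for OS/OPU GVOs (6.69%) with both granulosa cell libraries. Abattoir GVOs (10.3%) kept the order with the adult library and had about the level of the pre-pubertal library. The minus strand, where levels did not fall with coverage, kept both signs, with 1.08 percentage points and an odds ratio of 1.35 in GVOs and with -1.61 and 0.816 in blastocysts. This goes against coverage at single cytosines as the source of the signs. Other differences between single libraries that go with their depth were not separated from the pattern. An effect of the origin of the oocytes remains a hypothesis that these libraries cannot separate from differences between single pools.

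COX2 is not among the genes the paper groups by methylation. Its mean level was 7.53% in abattoir GVOs, 4.87% in OS/OPU GVOs, 12.8% in abattoir blastocysts and 14.3% in OS/OPU blastocysts. With no control library, these values stand against the smallest share that the calls on the gene can show, which is at most 0.00904%. That share is set by read number alone. Unconverted reads could also give calls at this level. In every library a plus-strand CG cytosine and the nearest plus-strand CHH cytosine had levels that rose and fell together (lowest r 0.656), as unconverted stretches of reads would give. No biological explanation of the COX2 level was tested.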

How the results depend on the processing

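The alternatives for the results below were set before the data were examined, except those for the comparison of blastocysts with GVOs and for the limits of 20% and 80%, which were chosen after seeing the data. No paired analysis was possible because each group holds 1 library.

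For 27 comparison results, 289 alternatives were run, of which 265 were planned. In 259 the direction and the side of the threshold held, or a count stayed within 1.5 times, and 0 reversed a direction. All 14 differences in mean methylation, total and by context, kept their sign and their side of an odds ratio of 1 under all alternatives that were run. Pooled reads, each library's own cytosines and the median leave the odds ratio unchanged, so only the sign could move there. The granulosa cell difference at CG cytosines of the minus strand, 0.0289 percentage points, lay within counting error. The total difference ranged from 1.08 to 8.47 percentage points in GVOs, from -4.96 to -1.61 in blastocysts and from 0.7503 to 6.24 in granulosa cells. The contrast between GVO-blastocyst pairs and pairs with granulosa cells ranged from 0.259 to 0.599, and the correlation of site differences from -0.385 to -0.0879.

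At a minimum of 100 reads, 120 cytosines differed in blastocysts (183 in the main setting) and 1409 in granulosa cells (2316), the D-loop contrast was 0.518 (0.0865), and the gene contrast was 11.1 in abattoir GVOs (18.1), 4.99 in abattoir blastocysts (18.5) and 1.45 in OS/OPU blastocysts (22.9). That minimum left 668 plus-strand and 1824 minus-strand cytosines in OS/OPU blastocysts, so it gives the minus strand more weight. At a minimum of 30 reads the gene contrast was 13.0 in abattoir and 12.2 in OS/OPU blastocysts. With all reads pooled it was 3.71 in abattoir GVOs, 6.64 in abattoir blastocysts and 7.02 in OS/OPU blastocysts. In all of these gene contrasts the lists of 7 and 5 genes overlapped, whereas with pooled reads in OS/OPU GVOs they no longer did, at 3.16 (11.6). With the median over cytosines they overlapped at 15.7 in abattoir GVOs and 20.2 in OS/OPU blastocysts.

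On the minus strand alone, 1156 cytosines differed in GVOs (3508), 95 in blastocysts and 1238 in granulosa cells, the r of the granulosa cell libraries was 0.0447 (0.354), the D-loop contrast was 0.387, and the gene contrast was 0.614 in abattoir GVOs, 2.03 in abattoir blastocysts and 1.71 in OS/OPU blastocysts, with overlapping lists. On the plus strand alone, 91 cytosines differed in blastocysts and 1075 in granulosa cells. With a difference of at least 10 percentage points required, 1186 differed in GVOs and 116 in blastocysts. In blastocysts 38 differed at an adjusted p-value below 0.01, 28 with Benjamini-Yekutieli adjustment and 42 with thinned reads. With Spearman's rho the D-loop contrast was 0.310. Fewer cytosines were tested at 100 reads and on each strand, which lowers a count by itself: on the minus strand 52.6% of 2199 tested cytosines differed in GVOs, against 54.6% of 6425 in the main setting, and at 100 reads the share rose from 3.18% to 4.83% in blastocysts and from 53.1% to 67.3% in granulosa cells. On the plus strand the share fell from 3.18% to 2.56% in blastocysts and from 53.1% to 47.1% in granulosa cells. Fewer tested cytosines therefore do not fully account for the plus-strand counts. The cause of this fall and of the other changes was not tested.

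For single libraries and genes, 359 of 500 values moved by more than their counting interval, 102 up and 257 down. At the coverage of the blastocyst libraries 54.5% of simulated changes of 20 percentage points were found, the lowest share of the 3 comparisons, so that many changes of that size at single cytosines were not detectable there. The granulosa cell libraries, with a similar number of reads, had 2316 cytosines that differed. Fisher's exact test counts each read as an independent molecule. The lower granulosa cell share of adjacent plus-strand pairs with equal coverage exceeded the higher blastocyst share by 20.6 percentage points. The granulosa cell count therefore cannot show whether depth accounts for the smaller count in blastocysts.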

Differences from the paper's values

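The paper gives a coverage above 3000-fold in oocytes. The mean was 1034 reads per cytosine in abattoir GVOs and 4636 in OS/OPU GVOs, so the first lies below and the second above the coverage the paper gives. Of the alternatives set before the data were examined, the minus strand alone, with 2263 reads in abattoir GVOs, falls within 1.5 times the paper's value without exceeding it, and the plus strand alone does not. The paper's results give 719 cytosine sites, whereas the deposited counts list 6439 cytosines in all contexts. None of the alternatives set before the data were examined changes the number of cytosines listed, so none was run on it. The CG cytosines alone number 716, which does not differ from the paper's value by the same measure.

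For OS/OPU GVOs with adult granulosa cells the site correlation was 0.668 against the paper's 0.4291, and with pre-pubertal granulosa cells 0.449 against the paper's 0.1667. For abattoir GVOs the values were 0.707 against the paper's 0.4379 (adult) and 0.490 against the paper's 0.1681 (pre-pubertal). For OS/OPU blastocysts they were 0.718 against the paper's 0.4599 (adult) and 0.388 against the paper's 0.1502 (pre-pubertal). For abattoir blastocysts they were 0.702 against the paper's 0.4495 (adult) and 0.446 against the paper's 0.1521 (pre-pubertal).

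Of the 10 alternatives set before the data were examined, Spearman's rho closed the gap in all 8 pairs. In the same order it was 0.422, 0.228, 0.444, 0.235, 0.426, 0.238, 0.432 and 0.213. Under Spearman's rho 3 of the 4 GVO-blastocyst pairs, which do not differ in the main setting, then differ from the paper, with 0.795 against the paper's 0.8587 (OS/OPU GVOs with abattoir blastocysts), 0.817 against the paper's 0.8708 (abattoir GVOs with OS/OPU blastocysts) and 0.817 against the paper's 0.9089 (abattoir GVOs with abattoir blastocysts). The minus strand alone closed the gap in the 4 pairs with pre-pubertal granulosa cells, with 0.146 for OS/OPU GVOs, 0.117 for abattoir GVOs, 0.127 for OS/OPU blastocysts and 0.133 for abattoir blastocysts. There the 4 pairs with adult granulosa cells still differ, from 0.198 to 0.230, and all 4 GVO-blastocyst pairs then differ from the paper, from 0.731 to 0.804. A minimum of 30 reads closed it for pre-pubertal granulosa cells with OS/OPU blastocysts (0.292) and with abattoir blastocysts (0.295), while all 4 GVO-blastocyst pairs then differ, from 0.876 to 0.942. A minimum of 100 reads closed it for adult granulosa cells with OS/OPU blastocysts (0.4997), while OS/OPU GVOs then differ with OS/OPU (0.745) and with abattoir blastocysts (0.896). The remaining alternatives did not close it in any pair.

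The paper places ATP6 among the genes with higher and ND1 among those with lower methylation in GVOs. In OS/OPU GVOs ATP6 had 10.8% and ND1 11.6%. The paper describes methylation of these genes as generally higher in blastocysts than in GVOs. ND4L had 9.19% in abattoir GVOs and 7.98% in abattoir blastocysts. The paper assigns the pyrosequenced cytosines at positions 10033 to 10064 to ND4L. In the annotation they lie in ND3, whose cytosines run from position 9835 to 10165, and the cytosines of ND4L run from 10241 to 10532.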

Other observations

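The tests on repeated reads in granulosa cells, on the contexts within each strand and on nuclear copies of mtDNA were chosen only after the result was seen.

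Levels of a CG cytosine and the nearest CHH cytosine of the same strand rose and fell together, less so on the minus strand of granulosa cells, where r was 0.545 in the adult and 0.461 in the pre-pubertal library. If methylation were kept at CG sites, the 2 cytosines of a CG dyad would be more alike than other neighbours on opposite strands. Their r exceeded that of other opposite-strand neighbours by at most 0.0381 in any of the 6 libraries. Unconverted stretches of reads may explain this pattern, and no control for conversion was analysed here. The pattern cannot be told apart from methylation that covers whole stretches of a strand.

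Cytosine density was considered for the stretches of high methylation. On the plus strand, levels rose with the number of cytosines within 25 nt in all 6 libraries, with a lowest Spearman rho of 0.111. On the minus strand rho was negative in all 6 libraries, with a highest value of -0.0130. Cytosine-rich stretches that convert or amplify poorly could contribute on the plus strand only. Plus-strand levels fell with coverage in the GVO and blastocyst libraries, with a rho of -0.539 in abattoir GVOs, -0.541 in OS/OPU GVOs, -0.454 in abattoir blastocysts and -0.414 in OS/OPU blastocysts. In granulosa cells rho was -0.141 in the adult and 0.0656 in the pre-pubertal library. Minus-strand levels did not fall with coverage, with a rho of 0.0844 in abattoir GVOs, 0.00343 in OS/OPU GVOs, 0.0374 in abattoir blastocysts, 0.105 in OS/OPU blastocysts, 0.191 in adult and 0.220 in pre-pubertal granulosa cells.

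CHH levels exceeded CG levels on the plus strand by at least 6.84 percentage points in all 6 libraries. On the minus strand CHH levels lay below CG levels in all 6 libraries, with a highest CHH minus CG difference of -0.0686 percentage points. The order of the contexts thus held on the plus strand and not on the minus strand. Nuclear copies of mtDNA would carry methylation at CG cytosines above that at CHH cytosines. CG levels exceeded CHH levels on the plus strand in 0 of the 6 libraries, so nuclear copies are an unlikely source of the plus-strand excess.

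The share with equal coverage was taken over adjacent plus-strand pairs, the first with 20 to 100 reads, and averaged without weights over ranges of coverage. It was 68.8% in adult and 80.6% in pre-pubertal granulosa cells. The share was 29.4% in abattoir GVOs, 42.0% in abattoir blastocysts and 48.2% in OS/OPU blastocysts. The lower granulosa cell share exceeded the higher blastocyst share by 20.6 percentage points. Reads that start at few positions, as from few original molecules, may therefore account for part of the high and low levels in granulosa cells and of the low correlations with them. A difference between somatic cells and oocytes was not separated from this.

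In the D-loop of pre-pubertal granulosa cells, the mean level was 13.5% at CG and 8.96% at CHH cytosines. In granulosa cells the contrast between the 7 and the 5 genes was 18.2 percentage points in the adult, where the lists did not overlap, and 7.17 in the pre-pubertal library, where they did.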
